A study of Gallus gallus with 2 samples.

How the data were processed

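The data were 1 count matrix with a table of cells and a table of genes for the whole series, covering both sublibraries of chick embryonic cerebellum. The deposited values were UMI counts per cell and gene, and the cell table added transcript, read and gene counts per cell. The sum of the matrix equalled the transcript count of the cell table in 100% of the cells. The libraries came from the Evercode WT Mini kit per the labels' protocols, and the gene models were those of GRCg7b per the file headers; the aligner, the counting program and the rule by which barcodes were called cells are not given in the sources used here. The sublibrary and the first-round well of each cell were read from its barcode, and its stage from the cell table. All 12 wells held cells of 1 stage each. The number of reads per UMI was 1.19. The most abundant gene took 4.65% of the UMIs. Coordinates came from the RefSeq gene table of GRCg7b, matched by symbol, and 354 entries in the gene table had a symbol shared with another entry, each of which was kept apart by its identifier.

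Cells with fewer than 500 UMIs, fewer than 300 genes or more than 20% of counts from 12 mitochondrial genes were to be left out; the highest mitochondrial share was 4.05% and the median 0.347%. Doublets were scored per sublibrary with Scrublet as run through scanpy. Its automatic thresholds of 0.577 and 0.613 called 1 doublet in 15190 cells, so these calls were of little use here and doublets must be taken as present. In all 2 cells were left out and 15188 kept. Counts were scaled to 10000 per cell and log-transformed. From these, 2000 variable genes were chosen in 20 bins of mean expression, without mitochondrial genes and without the fixed list of 31 genes. They were reduced to 30 principal components after scaling with values limited to 10. A shared-neighbour graph over 15 neighbours was clustered by the Leiden method at resolution 1, and the Purkinje-like cells again at resolution 0.5 for sub-clusters. The tools were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2 and igraph 0.11.9.

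Clusters were named from 15 lists of cell type markers fixed before the data were examined. For each marker detected at 5 CPM or more in some cluster, the position of a cluster between the lowest and highest cluster was taken on the log2 scale with a prior of 5 CPM, and the mean over a list was the score of that class. A cluster stayed unnamed if no score reached 0.5, if fewer than 3 markers were detected in it, if no gene was 2-fold above the remaining cells, or if its 10 leading genes held more markers of another class. GAD1, GAD2 and SLC32A1 were not counted in the interneuron list, because Purkinje cells are GABAergic too. This score was settled after the clusters had been looked at, in tables that also showed FOXP1 and FOXP2 per cluster, and 4 scores were looked at in turn: the mean log2 fold against the remaining cells, the mean difference from the average of all clusters, and the position score with detection limits of 20 and then 5 CPM. Under the first 2 of these scores several clusters rich in SKOR2, among them the main E6 cluster, were named interneuron. The difference score and the limit of 20 CPM were run as alternatives. The alternative with the difference score also counted GAD1, GAD2 and SLC32A1 in the interneuron list and did not require a score of 0.5. Its changes are therefore not those of the score alone. The markers ATOH1, MFAP4, KIRREL2, GDF7, FOXC1, HBE, HBM, ALAS2 and PHOX2A had no entry under those symbols in the gene table.

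Levels are sums of raw counts over a set of cells divided by all UMIs of those cells, in CPM computed here, with exact 95% Poisson intervals. Shares of cells carry exact 95% binomial (Clopper-Pearson) intervals. Both cover counting error only. Overlap of 2 such intervals was not a test, and levels whose intervals overlap can still differ beyond counting error. The log2 ratio of a set of cells is given with the SD over the 2 sublibraries, which is a technical spread. The labels give 1 group, and the cells of a stage were taken as 1 pool, so no p-value, standard error or count of changed genes was computed. A count of 0 was read as allowing up to 3 counts. Other cells are all cells outside the class, unnamed clusters included. Shares of cells with a UMI were taken after drawing 1000 UMIs from each cell without replacement. The ratio of PDE3A and GPR146 between stages has an exact interval from the binomial split of their UMIs.

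The genes named follow a rule written before the data were examined. FOXP1, FOXP2, FOXP4, SHH, PTCH1 and GLI1 are always given, and of the rest of the fixed list the 6 with the widest and the 3 with the narrowest range across sub-clusters. In the stage comparison these are the 5 genes with the largest rise and the 5 with the largest fall, among genes with 100 or more UMIs in the class, at least 20 CPM at the higher stage and a change of at least 2-fold in the same direction in each sublibrary, and not on the marker list of another class; counts below 3 were raised to 3 in these ratios. Cluster-defining genes are named only to say what a cluster is, which left 2 of those 10. The range of a gene is the log2 ratio of its highest to its lowest sub-cluster, and the median range of the 27 list genes was set against 10000 random lists drawn gene by gene from the 101 genes nearest in mean level. Both steps were tested on simulated data. In the comparison of E6 with E9 in Purkinje-like cells, run on 10618 genes, 97.5% of 200 genes given a 4-fold change were recovered and 2 unchanged genes passed, and 3.5% of 200 random lists lay above the 95th percentile.

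Depth sets the precision. Purkinje-like cells had 26323871 UMIs in all, but 2597855 at E6, 2196954 at E8 and 1578879 at E9, so 3 UMIs amount to 1.15 CPM at E6 and 1.90 CPM at E9. E7 had 71622972 of the UMIs, so values pooled over stages lean on E7. The stage is confounded with the well, the pool of embryos, the sex mix of that pool and, for E7, the depth and number of cells loaded. Alternatives tried were the minimum of UMIs per cell, keeping doublets, Leiden resolutions and seeds, the number of variable genes, the fixed list in the clustering, each sublibrary alone, a mean over cells, the naming score, the thinning depth, leaving out deep clusters, and single stages. Genes without a symbol are not discussed, and the sequence of no gene was used here.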

Results

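Polyadenylated RNA was measured in single cells of the cerebellum of wild-type chick embryos at embryonic days 6, 7, 8 and 9 (E6 to E9). The libraries were made with a split-pool barcoding kit, Evercode WT Mini, in which fixed cells receive their barcodes over successive rounds of wells and each captured transcript carries a unique molecular identifier (UMI). The labels list 2 sublibraries, which are technical splits of the same barcoded cells, and the cell table assigns every cell to a stage. Each stage filled 3 of the 12 first-round wells. The labels say that tissue was pooled but not whether the wells of a stage held separate embryos, so each stage was taken as 1 pool, no test between stages was made and every interval given covers counting error only. The tables held 15190 cells, 30108 genes and 101255521 UMIs. Sublibrary 1 held 6962 cells and 49994439 UMIs, with a median of 4656.5 UMIs per cell, and sublibrary 2 held 8228 cells and 51261082 UMIs, with a median of 4122. E7 supplied 7648 of the cells at a median of 6047 UMIs, against 2488 cells and 3025.5 UMIs at E6, 2478 and 3310 at E8, and 2576 and 3172 at E9.

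The sublibraries were compared before their counts were summed. Across the 26188 genes with a UMI, Pearson's r of log2 CPM (the UMIs of a gene scaled by all UMIs of the cells summed) was 0.999 and Spearman's rho 0.991, as a description across genes, which are not independent replicates. The median absolute log2 difference was 0.0548. Over the 15361 genes with 100 or more UMIs, chi-square per gene averaged 2.66 with a median of 0.785, so the sublibraries differed by more than sampling noise for part of the genes and were not 1 library listed a second time.

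The series concerns the heterogeneity of Purkinje cells, the output neurons of the cerebellar cortex, so the share of such cells set the frame for every further value. Clustering without the fixed list of genes gave 32 clusters, of which 8 were called Purkinje-like from a marker list fixed before the data were examined; the scoring that turned markers into names was settled after the clusters had been seen. Purkinje-like cells made up 4535 of 15188 cells, or 29.9% (exact 95% binomial interval 29.1 to 30.6), with 30.3% in sublibrary 1 and 29.5% in sublibrary 2 (SD 0.516 percentage points, n = 2). The share moved most, to 13.5%, when clusters were named by another score. By stage the share was 32.2% (30.3 to 34.0) at E6, 36.8% (35.7 to 37.8) at E7, 23.0% (21.3 to 24.7) at E8 and 13.8% (12.5 to 15.2) at E9. The ranges over the 3 wells of a stage, taken as splits of 1 pool, did not overlap between stages and ran from 29.9% to 33.4% at E6, 36.5% to 37.0% at E7, 21.2% to 24.0% at E8 and 12.6% to 15.6% at E9. The other naming score also counted GAD1, GAD2 and SLC32A1 as interneuron markers. Under it the shares were 0, 17.5%, 17.0% and 11.2% at E6, E7, E8 and E9, and at Leiden resolution 2 they were 7.03%, 34.0%, 20.02% and 11.4%. At resolution 0.5 the E6 share of 30.5% lay above the E7 share of 28.3%, so the order of E6 and E7 did not hold.

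Different clusters held the class at different stages. At E6 cluster 8 held 82.1% of the Purkinje-like cells and cluster 14 held 17.8%. At E7 cluster 3 held 27.7%, cluster 10 held 19.4%, cluster 13 held 19.1%, cluster 18 held 13.9%, cluster 14 held 10.2% and cluster 17 held 9.11%. Cluster 15 led at the later stages, with 53.3% at E8 and 56.6% at E9, followed by cluster 17 with 14.4% and 21.4%. Cluster 8 had 657 of its 672 cells at E6, so it could not be separated from the E6 pool itself. Its Purkinje score of 0.505 was the lowest of the named Purkinje-like clusters, just past the minimum of 0.5. SKOR2, one of the markers used for naming, stood at 284 CPM in the class and 78.8 CPM in all other cells.

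Thresholds set after the clusters were seen kept 3 clusters with SKOR2 above the all-cell level of 132 CPM out of the class. Cluster 26 scored highest as Purkinje but below the minimum score, and held 0 of 2488 cells at E6 (up to 0.148%), 0.144% at E7, 1.53% at E8 and 2.25% at E9. Clusters 7 and 19 scored highest as GABAergic interneuron with fewer than 3 detected markers. Cluster 7 held 4.34% of the cells at E6, 6.67% at E7, 2.30% at E8 and 0.233% at E9. Cluster 19 held no cell at E6 or E8, 4.94% of the cells at E7 and 0.0777% at E9. All unnamed clusters together held 7.84% of the cells at E6, 27.9% at E7, 14.2% at E8 and 13.7% at E9. Granule-lineage-like cells, in clusters 4, 11 and 21, were 1 cell at E6 (0.0402%), 3.86% at E7, 21.3% at E8 and 36.0% at E9. Radial-progenitor-like cells were 26.6%, 17.8%, 25.9% and 20.9% at E6, E7, E8 and E9.

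**Figure D1:**
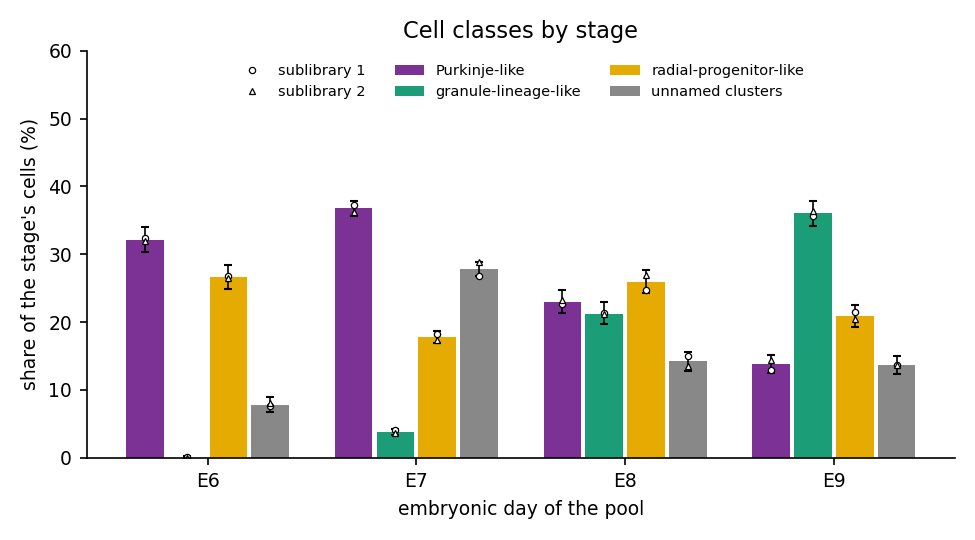
Share of cells (percent, bars) in the Purkinje-like, granule-lineage-like, radial-progenitor-like and unnamed clusters at each stage, with exact 95% binomial intervals; circles and triangles are sublibraries 1 and 2. The Purkinje-like share was 36.8% at E7 and 13.8% at E9, while the granule-lineage-like share was 3.86% and 36.0%.

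FOXP1 and FOXP2 encode forkhead transcription factors that mark subsets of Purkinje cells in mammals, and both were left out of the clustering. FOXP1 (ENSGALG00010022171) is a protein-coding gene on chromosome 12 of GRCg7b, from 16088760 to 16432211. Its summed counts gave 167 CPM (exact 95% Poisson interval 162 to 172) in Purkinje-like cells and 282 CPM (278 to 286) in all other cells. The log2 ratio was −0.75 (SD 0.00670 between sublibraries, n = 2). The alternative that moved it most was the stage. At E6 alone the direction was the opposite, with 652 CPM (621 to 684) in Purkinje-like cells and 507 CPM (490 to 525) in other cells, a log2 ratio of 0.36. The ratio was −0.94 at E7, from 124 CPM (119 to 129) against 238, −2.34 at E8, from 72.4 CPM (61.6 to 84.5) against 367, and −2.55 at E9, from 50.04 CPM (39.6 to 62.4) against 293. Both sublibraries had the same direction at every stage, with 0.34 and 0.38 at E6, −0.91 and −0.98 at E7, −2.38 and −2.30 at E8, and −2.39 and −2.69 at E9.

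FOXP2 (ENSGALG00010001407), a protein-coding gene on chromosome 1 from 26060300 to 26472682, was higher in Purkinje-like cells at every stage. Over all stages it stood at 6250 CPM (6219 to 6280) against 1860 CPM (1850 to 1870) in other cells, a log2 ratio of 1.75 (SD 0.0278, n = 2). The ratio moved most, to 2.59, when unnamed clusters were left out of the other cells. By stage it was 2.27, 1.52, 2.52 and 2.37 at E6, E7, E8 and E9. FOXP4 (ENSGALG00010027702), on chromosome 26 from 4884446 to 4927344 and protein-coding, stood at 314 CPM (307 to 321) in Purkinje-like cells and 78.0 CPM (76.0 to 80.0) in other cells, a log2 ratio of 2.01 (SD 0.0622, n = 2), with 3.41, 1.75, 2.46 and 2.51 at the 4 stages in turn. Over all stages the FOXP4 ratio was 3.09 when unnamed clusters were left out of the other cells.

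**Figure D2:**
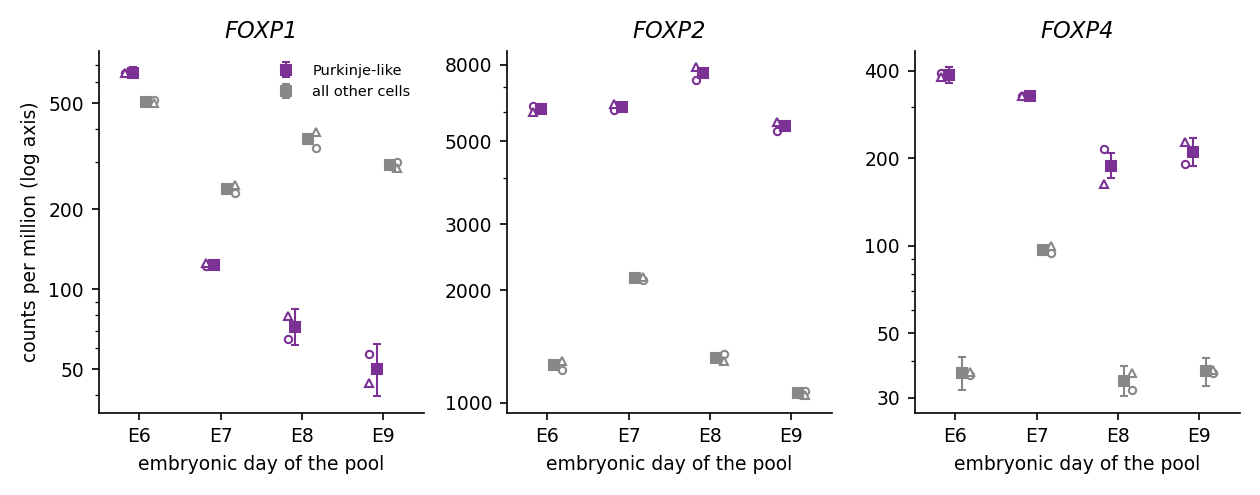
FOXP1, FOXP2 and FOXP4 in CPM (log axis) at each stage in Purkinje-like cells and in all other cells, with exact 95% Poisson intervals; small markers are the 2 sublibraries. FOXP1 was above other cells at E6 (652 against 507) and below them at E9 (50.04 against 293), while FOXP2 and FOXP4 were above other cells at all 4 stages.

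The share of cells with a UMI was compared after thinning each cell to 1000 UMIs, which left out 47 Purkinje-like and 232 other cells. FOXP1 was found in 14.4% (13.4 to 15.5) of Purkinje-like and 21.6% (20.8 to 22.4) of other cells; before thinning the shares were 38.2% at a median depth of 4687 UMIs and 51.9% at 4193. By stage the thinned share in Purkinje-like cells was 41.0% (37.5 to 44.6) at E6 with 20 cells left out, 9.93% (8.84 to 11.1) at E7 with 0 left out, 5.65% (3.87 to 7.92) at E8 with 20 left out, and 4.60% (2.65 to 7.36) at E9 with 7 left out. The unthinned shares were 68.8%, 37.6%, 13.4% and 13.8%. In other cells the thinned share was 34.5% at E6 with 63 left out, 18.5% at E7 with 0 left out, 21.7% at E8 with 81 left out and 18.6% at E9 with 88 left out, and the unthinned shares were 59.8%, 59.2%, 43.3% and 37.3%. Erythroid-like cells served as a background on the assumption, not tested here, that they lack FOXP1. At a median of 1077 UMIs, they had a FOXP1 UMI in 19.2% (6.55 to 39.4) of 26 thinned cells, with 23 left out. Of all 49 unthinned cells the share was 22.4%. The intervals of Purkinje-like cells at all 4 stages overlapped that wide thinned one, which pools the stages, so this background was too imprecise to decide. At E6 the share itself, 41.0%, lay above its upper bound of 39.4%, while the shares at E7, E8 and E9 lay below 19.2%. The summed level of erythroid-like cells, 246 CPM, was near the 252 CPM of all cells. Their share need not be the background of the deeper Purkinje-like cells. Within E7, FOXP1 ranged from 62.9 CPM (54.4 to 72.4) in the Purkinje-like cluster 13 to 267 CPM (241 to 295) in cluster 17, a difference beyond counting error.

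FOXP2 was found in 94.3% (93.5 to 94.9) of thinned Purkinje-like cells and 56.7% (55.7 to 57.6) of thinned other cells, and unthinned in 98.5% and 83.1%. Endothelium-like cells, at a median of 14510 UMIs, had a FOXP2 UMI in 9.65% (4.92 to 16.6) of 114 thinned cells, with 5 left out, and 51.3% unthinned. Erythroid-like cells had one in 61.5% (40.6 to 79.8) of 26 thinned and 49.0% of all cells. The share in Purkinje-like cells lay above both of these backgrounds. That in other cells lay above the endothelial one and inside the wide erythroid interval, so these backgrounds do not settle it.

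The stages allowed the first and last day to be compared within the Purkinje-like class, which rested on cluster 8 at E6 and on clusters 15 and 17 at E9. FOXP1 had 1694 UMIs at E6 and 79 at E9, a log2 ratio of E9 over E6 of −3.70 (−3.51 and −3.88 in the sublibraries, SD 0.258, n = 2), and the alternative that moved it most, 1000 variable genes, gave −4.23. Wells ranged from 635 to 671 CPM at E6 and from 39.9 to 69.2 CPM at E9. The E8 over E6 ratio was −3.17. Over the same days FOXP1 changed by −1.70 in radial-progenitor-like cells and by −0.79 in all cells outside the class. The radial-progenitor-like class also moved between clusters: cluster 5 held 73.5% of it at E6 and 2.79% at E9, where cluster 2 held 47.0%. Within clusters FOXP1 fell less: from E6 to E9 it went from 813 CPM (773 to 854) to 721 (479 to 1042) in cluster 5, from 485 (409 to 571) to 386 (308 to 477) in cluster 9, from 203 (162 to 251) to 144 (118 to 174) in cluster 2 and from 370 (292 to 462) to 181 (155 to 211) in cluster 1, and only in cluster 1 did the intervals not overlap. The overlap in the other clusters does not exclude a fall beyond counting error there. Cluster 14 was the only Purkinje-like cluster with 20 or more cells at every stage, and within it FOXP1 stood at 223 CPM (184 to 267) at E6, 244 (223 to 266) at E7, 226 (174 to 289) at E8 and 110 (71.3 to 163) at E9.

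FOXP2 in Purkinje-like cells was 6085 CPM (5990 to 6180) at E6, 6183 (6148 to 6217) at E7, 7595 (7480 to 7711) at E8 and 5493 (5378 to 5609) at E9. The log2 ratio of E9 over E6 was −0.15 (SD 0.0907 between sublibraries, n = 2), and 6 alternatives gave a value above 0, up to 0.20 with 1000 variable genes, so no direction held. FOXP4 fell from 386 CPM (363 to 411) to 210 CPM (188 to 234), a log2 ratio of −0.88 (SD 0.206, n = 2).

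Among 10618 genes with 100 or more UMIs in the class, the fixed rule of size named 5 genes higher and 5 lower at E9 than at E6. Of these 10, 8 were leading genes of Purkinje-like clusters and are not reported as results. PDE3A (ENSGALG00010011688, protein-coding, chromosome 1 from 64942703 to 65185928) stood at 3.46 CPM (1.58 to 6.58) at E6, 128 at E7, 520 at E8 and 684 CPM (644 to 726) at E9, a log2 ratio of 7.63 (counting interval 6.70 to 8.76). Its UMIs in sublibraries 1 and 2 were 2 and 7 at E6 and 430 and 650 at E9. GPR146 (ENSGALG00010022540, protein-coding, chromosome 14 from 2307496 to 2343238) stood at 57.0 CPM (48.2 to 66.9) at E6, 25.7 at E7, 5.92 at E8 and 1.90 CPM (0.392 to 5.55) at E9, where it had 3 UMIs, a log2 ratio of −4.91 (counting interval −7.20 to −3.33). Its UMIs in sublibraries 1 and 2 were 74 and 74 at E6 and 1 and 2 at E9, and with counts below 3 raised to 3 the sublibraries gave −3.82 and −3.98. Both genes were among the variable genes used for the clustering, and the median log2 ratio over the genes of 100 or more UMIs was −0.10.

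Heterogeneity within the class was measured over 12 sub-clusters, P1 to P12, made without the fixed list of genes. P1 had 739 cells, 98.5% of them from E6, and P12 had 46 cells, all from E8 and E9. The naming rule was applied to clusters and not again to sub-clusters. The interneuron marker PAX2 was among the leading genes of P4 and the midbrain marker SOX14 among those of P9, and SKOR2 in P4, P10 and P12, at 115, 108 and 90.7 CPM, lay below the all-cell level of 132 CPM. FOXP1 ranged from 702 CPM (668 to 736) in P1 to 19.7 CPM (6.40 to 46.0) in P12, where it had 5 UMIs, a log2 range of 5.15, or 3.89 among the sub-clusters of 100 or more cells. The range was 3.44 under another naming score. FOXP2 ranged from 8974 CPM (8862 to 9088) in P2 to 2421 CPM (2234 to 2621) in P12, a log2 range of 1.89, or 1.04 among the sub-clusters of 100 or more cells, and 3.72 when the fixed list was allowed in the clustering. FOXP4 ranged from 645 CPM (607 to 685) in P7 to 78.3 CPM (62.2 to 97.3) in P11 among those sub-clusters, and had 2 UMIs in P12, 7.89 CPM (0.955 to 28.5).

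**Figure D3:**
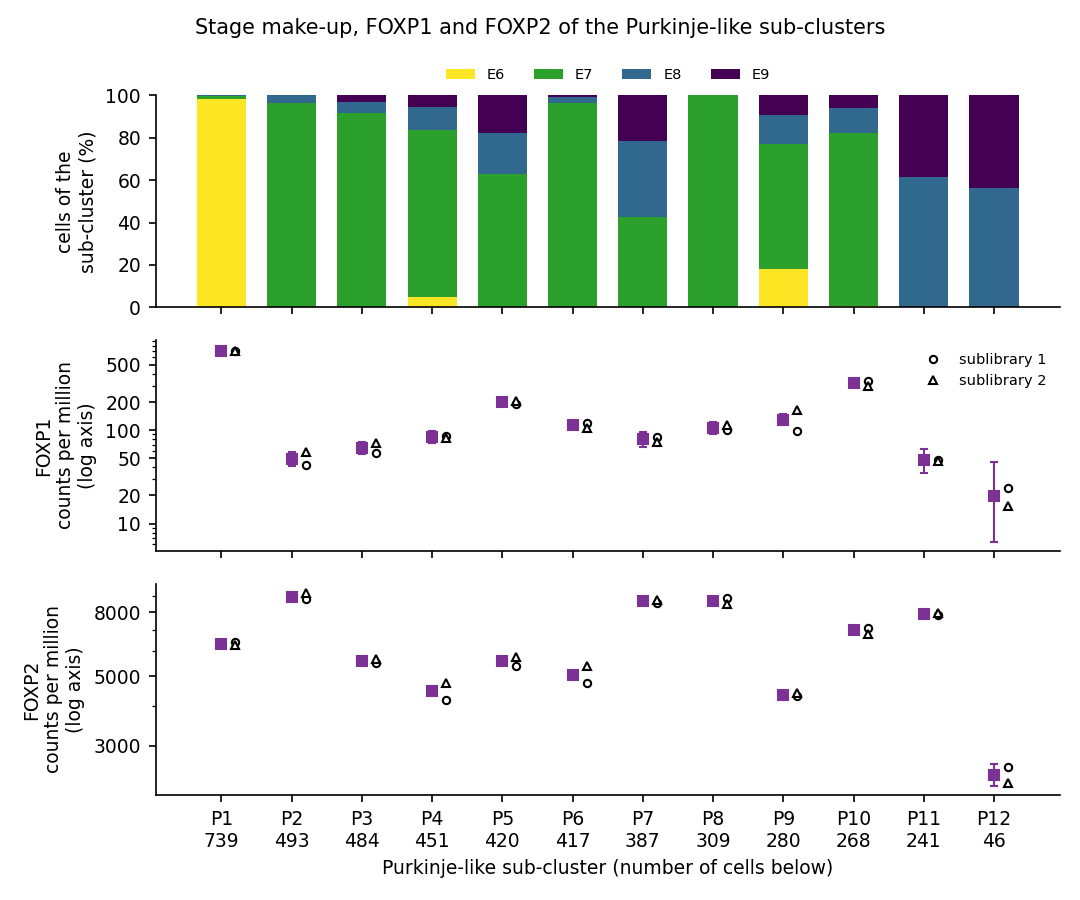
Stage make-up of the 12 Purkinje-like sub-clusters (percent of cells) and their FOXP1 and FOXP2 levels in CPM (log axes) with exact 95% Poisson intervals. FOXP1 was highest in P1 (702), which came mostly from E6, and lowest in P12 (19.7), while FOXP2 stayed between 2421 and 8974.

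Of the other genes of the list, the 6 with the widest range were PCDH10, NR2F2, CDH6, CDH7, PCDH17 and EPHA7. PCDH10 (chromosome 4, 26478506 to 26592924) had a log2 range of 7.06, from 3.81 CPM (1.74 to 7.24) in P1 to 509 CPM (467 to 555) in P11. NR2F2 (chromosome 10, 15843935 to 15856264) had a range of 5.51, from 14.7 CPM (10.2 to 20.5) in P4 to 670 CPM (573 to 779) in P12, both of them sub-clusters of low SKOR2; in P10 and P1 it was 19.6 and 25.4 CPM, and in P3 583 CPM. CDH6 had a range of 5.47 with its highest level, 1048 CPM (999 to 1099), in P7. CDH7 had a range of 5.04 and EPHA7 one of 4.81, both highest in P12 at 1057 CPM (934 to 1191) and 2832 CPM (2628 to 3046). PCDH17 had a range of 4.94 and was highest in P7 at 485 CPM (452 to 520). The narrowest ranges were 1.03 for EBF3, 1.53 for EPHA4 and 1.80 for CDH11; over sub-clusters of 100 or more cells they were 0.98, 1.52 and 1.80, and EFNA2 at 1.49 and EN2 at 1.69, named here after their values were seen, lay below CDH11. Of the 6 widest ranges, all but that of PCDH10 had P12 as one end. Among sub-clusters of 100 or more cells the ranges were 7.06 for PCDH10, 5.31 for NR2F2, 5.15 for CDH6, 4.26 for CDH7, 3.80 for PCDH17 and 3.11 for EPHA7. Over those sub-clusters CDH8 at 4.23 and ETV1 at 3.95, named here after their values were seen, took the places of PCDH17 and EPHA7 among the 6 widest. Over the 27 genes of the list without the signalling genes and RELN, the median log2 range was 3.83, which lay at percentile 100 of 10000 random lists matched on mean expression, whose median was 1.29 (95% of lists between 1.01 and 1.83). Within E7 alone, over sub-clusters of 100 or more cells, the median was 2.67 against 0.828 for random lists, also at percentile 100. The percentile describes these libraries and tests no condition.

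Purkinje cells signal to granule cell precursors through Sonic hedgehog, so SHH was measured in the Purkinje-like class and its targets PTCH1 and GLI1 in the granule lineage. SHH (ENSGALG00010025259, chromosome 2 from 8087761 to 8097333) stood at 10.8 CPM (9.61 to 12.2), from 285 UMIs, in Purkinje-like cells, 0.939 CPM (0.377 to 1.93) in granule-lineage-like and 0.746 CPM (0.397 to 1.28) in radial-progenitor-like cells. It was not limited to Purkinje-like cells. The unnamed clusters had 168 of the 297 SHH UMIs of all other cells, at 5.05 CPM (4.32 to 5.87). The glutamatergic nuclear and unipolar-brush-like class had 94 UMIs and stood at 14.0 CPM (11.3 to 17.1), with 0.616 (0.0156 to 3.43) at E6, from 1 UMI, 18.4 (14.5 to 22.9) at E7, 13.7 (5.01 to 29.7) at E8 and 21.4 (9.77 to 40.5) at E9. The E9 value rests on 7 and 2 UMIs in sublibraries 1 and 2, which alone gave 32.1 and 9.84 CPM. All of these UMIs at every stage lay in cluster 16, which held 0.903% of the class at E6, 73.8% at E7 and all of it at E9, while cluster 12, with 99.1% of the class at E6, had none, so the stage values follow the make-up of the class. The value in Purkinje-like cells moved most, to 16.3 CPM, under another naming score. By stage it was 0.385 CPM (0.00975 to 2.14) at E6, from 1 UMI, 9.82 (8.50 to 11.3) at E7, 29.1 (22.4 to 37.2) at E8 and 15.2 (9.74 to 22.6) at E9; the E8 and E9 intervals overlapped. Among sub-clusters SHH was highest in P11 at 45.4 CPM (33.4 to 60.4).

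PTCH1 (ENSGALG00010010406, chromosome Z from 42380208 to 42445953) stood at 72.6 CPM (66.6 to 78.9) in granule-lineage-like cells, 57.1 CPM (54.2 to 60.02) in Purkinje-like cells and 337 CPM (328 to 345) in radial-progenitor-like cells. The granule-lineage value moved most, to 82.6 CPM, when the fixed list was allowed in the clustering. In granule-lineage-like cells it was 44.7 CPM (36.6 to 54.1) at E7, 78.0 (65.9 to 91.6) at E8 and 90.0 (79.9 to 101.1) at E9, where the last 2 intervals overlapped. Cluster 21 held 42.0% of these cells at E7 and 12.1% at E9, and cluster 4 held 26.8% and 55.7%. From E7 to E9 PTCH1 went from 56.9 CPM (38.4 to 81.2) to 91.6 (77.2 to 108) in cluster 4, from 56.2 (40.0 to 76.8) to 97.2 (80.3 to 117) in cluster 11 and from 32.2 (22.7 to 44.4) to 65.5 (43.8 to 94.0) in cluster 21, and only in cluster 11 did the intervals not overlap. The level rose in each of these clusters, and the overlap in clusters 4 and 21 does not exclude a rise beyond counting error there. In radial-progenitor-like cells it was 162 CPM (147 to 177) at E6, 295 (284 to 305) at E7, 601 (569 to 635) at E8 and 526 (494 to 560) at E9. These stages drew on different clusters, since cluster 5 held 73.5% of the class at E6, 4.67% at E8 and 2.79% at E9. At E6, E7, E8 and E9 in turn, PTCH1 within cluster 5 was 113 CPM (98.0 to 129), 139 (121 to 160), 138 (66.3 to 254) and 180 (72.5 to 371), and within cluster 2 it was 560 (490 to 637), 358 (337 to 380), 834 (768 to 904) and 605 (550 to 665). Within cluster 1 it was 28.5 (10.4 to 61.9), 340 (323 to 358), 643 (591 to 698) and 578 (530 to 629), and within cluster 9 it was 17.0 (5.51 to 39.6), 213 (192 to 235), 257 (214 to 306) and 109 (69.8 to 162). The class values therefore mix changes within clusters with changes of make-up. PTCH1 lies on the Z chromosome, and UMIs of 4 W-located genes, chosen because they followed one stage pattern, were found in 46.2% of the cells at E7 and 0.888% at E8. NEDD4L, placed on the W chromosome by its symbol alone, did not follow it and was found in 78.2% and 56.8%. In radial-progenitor-like cells the median log2 change of Z genes relative to autosomal genes, against E6, was −0.30 at E7, 0.11 at E8 and −0.17 at E9. E6 and E8 both nearly lacked the 4 genes, at 2.81 and 2.19 CPM, while PTCH1 in these cells went from 162 to 601 CPM, so a sex mix does not account for that difference. GLI1 (ENSGALG00010025727, chromosome 34 from 1743459 to 1758719) had 5 UMIs in granule-lineage-like cells, 0.671 CPM (0.218 to 1.56), against 1.60 CPM (1.15 to 2.16) in Purkinje-like and 23.8 CPM (21.6 to 26.2) in radial-progenitor-like cells.

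**Figure D4:**
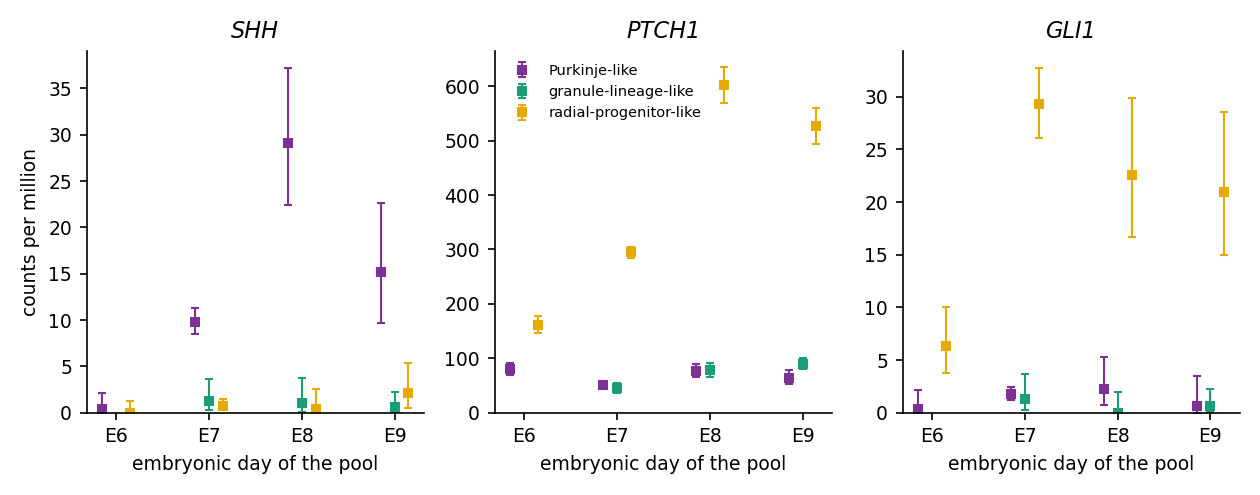
SHH, PTCH1 and GLI1 in CPM at each stage in Purkinje-like, granule-lineage-like and radial-progenitor-like cells, with exact 95% Poisson intervals; a stage with fewer than 20 cells of a class is not drawn. Of the classes drawn, SHH was highest in Purkinje-like cells at E8 (29.1), and PTCH1 was highest in radial-progenitor-like cells at E8 (601).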

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

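The tests of free RNA, of depth, of a shift of the whole pool, of the sex mix and of the cluster make-up between E6 and E8 were chosen only after the result was seen.

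The ratio of FOXP1 in Purkinje-like over other cells changed direction between stages, which drew attention because both sublibraries went one way at E6 and the other way at every later stage. The log2 ratio was 0.36 at E6 (0.34 and 0.38 in the sublibraries), −0.94 at E7 (−0.91 and −0.98), −2.34 at E8 (−2.38 and −2.30) and −2.55 at E9 (−2.39 and −2.69). The difference between the stages was not tested, because each stage was taken as 1 pool and the sublibraries are technical splits of it.

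Several technical explanations ran against the tables. If free RNA were the whole source of FOXP1 in Purkinje-like cells at E6, clusters of the class would differ in FOXP1 only as far as their depths do. The log2 ratio of cluster 14 over cluster 8 at E6 was −1.78 (−2.16 and −1.51 in the sublibraries, SD 0.459), where the depths give −0.25, so free RNA as the whole source is excluded and a background part is not. Depth did not account for the E6 direction, since after thinning every cell to 1000 UMIs the share with a FOXP1 UMI was still 6.56 percentage points above that of other cells at E6. Purkinje-like cells joined with FOXP1-rich cells of another class would carry the markers of that class. Radial-progenitor-like cells, at 656 CPM of FOXP1, would have to supply 99.4% of the RNA, and the highest marker level seen in E6 Purkinje-like cells, over the classes with at least their FOXP1 level, was 20.6% of the level in the class itself. A shift of FOXP1 in the whole E6 pool, as the whole cause, would lower FOXP1 from E6 to E9 in every cluster by as much as in the Purkinje-like class, which fell by −3.70. The largest fall within a radial-progenitor-like cluster was −1.03 in cluster 1 (SD 0.175), and the others were −0.49, −0.33 and −0.17. The Purkinje-like cluster 14 fell by a like amount, −1.02, so a smaller shift shared by all cells, beside a change of make-up, is not excluded. The sex mix of the pools would leave E6 and E8, which both nearly lacked the 4 W-located genes that followed one stage pattern, at the same level, and FOXP1 in Purkinje-like cells stood at −3.17 at E8 relative to E6.

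The make-up of the class stays open. Different clusters held it at E6 and later, and FOXP1 in cluster 8, the main one at E6, was 763 CPM (726 to 802). Cluster 14 stood at 223 CPM (184 to 267) at E6, below the 507 CPM of other cells, so the E6 direction rested on cluster 8, whose Purkinje score of 0.505 only just passed the minimum of 0.5. Within cluster 14, which had cells at all 4 stages, the log2 ratio of E8 over E6 was 0.023 (−0.85 and 0.47 in the sublibraries, SD 0.931), against −3.17 over the whole class. That is consistent with the E6 to E8 difference coming from a change in which clusters hold the class, on counts of 118 and 64 UMIs. From E6 to E9 the ratio within cluster 14 was −1.02 (−0.56 and −1.41, SD 0.601), on 118 and 25 UMIs, and the counting intervals did not overlap. The level of FOXP1 thus fell in this cluster too, by less than the −3.70 of the whole class. Cluster 14 was itself not 1 population over the stages, however. Sub-cluster P1 held 728 E6 cells, more than the 657 of cluster 8 and the 1 of cluster 3 together. The rest came from cluster 14, and P1 had 0 cells at E9. Neither ratio of cluster 14 can therefore separate a change of make-up from a fall within cells. How much a change of make-up and a fall within clusters each contributed by E9 stays open. No other cluster of the class had enough cells at both E6 and E9 to tell. Cluster 17, which had no cell at E6, went from 267 CPM (241 to 295) at E7 to 124 (86.1 to 172) at E8 and 25.2 (10.1 to 52.0) at E9. Cluster 14 also fell from E8, at 226 (174 to 289), to E9, at 110 (71.3 to 163), but 3 others showed no fall beyond counting error: cluster 15, the main one at both late stages, had 25.9 CPM (17.6 to 36.7) at E8 and 40.2 (28.2 to 55.7) at E9, cluster 3 had 77.3 (69.4 to 85.9), 48.7 (25.9 to 83.3) and 65.4 (29.9 to 124) at E7, E8 and E9, and cluster 10 had 104 (93.4 to 116) at E7 and 124 (67.7 to 208) at E8. At E9 the level expected from free RNA, from the median of 17 vascular, blood and immune genes, was 11.1 CPM, and from its highest gene 188 CPM, so the low late level of 50.04 CPM may hold a background part. At E6, from 9 such genes, these expectations were 90.0 and 453 CPM, both below the 652 CPM of Purkinje-like cells. At E7 and E8, as at E9, the observed level lay between the median and the highest expectation. The highest expectation came from PECAM1 alone at every stage. As ratios of Purkinje-like over all cells, FOXP1 stood at 0.5998 at E7 and 0.239 at E8. PECAM1 stood at 0.988 and 0.51, and the next highest genes at 0.248 (KDR) and 0.192 (HBAD). Apart from PECAM1, FOXP1 thus lay above every gene used at E7 and E8. At E9 its ratio of 0.196 lay below that of PTPRC, 0.459, too. A decline of the summed level was thus seen in clusters 14 and 17 but not, beyond counting error, in clusters 3, 10 and 15. Stage cannot be separated from pool here, because each stage was taken as 1 pool. The stage itself, and with it a true decline or the arrival of FOXP1-poor Purkinje-like cells, therefore remains among the open explanations. So does the naming of clusters: under the alternative naming score no E6 cell was called Purkinje-like. That alternative also counted GAD1, GAD2 and SLC32A1 as interneuron markers, so the score alone need not be the cause. At Leiden resolution 2 the E6 ratio was 0.017 with 175 E6 cells in the class, while in the other relabellings it lay between 0.34 and 0.53.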

How the results depend on the processing

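Alternatives chosen only after the data were seen were leaving out the 5% of cells with the highest Scrublet scores, Leiden seeds 2, 3 and 4, marker detection at 20 CPM, the difference naming score, leaving out the deepest clusters, other named classes only, single stages, sub-clusters of 100 or more cells, sub-clusters without E6 and adding unnamed clusters with SKOR2 above the all-cell level and no PAX2 among their leading genes. Of 183 recomputed values, 7 changed direction, 103 moved by more than the SD between the sublibraries and 73 did not. That SD is technical and small, so a move past it says little about size. Unless said otherwise, the cause was not tested. No paired analysis was possible because the labels give 1 group and the sublibraries are splits of the same cells. Each value without replicate 1 or without replicate 2 is that of the other sublibrary alone.

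The Purkinje-like share of 29.9% was 32.1% with doublets kept, which added 1 cell, a rise that none of seeds 2, 3 and 4 gave. It was 26.6% with a minimum of 1000 UMIs, 25.2% and 23.5% at Leiden resolutions 0.5 and 2, 29.3% with the fixed list allowed, 24.8% with 1000 variable genes, 25.6% and 28.2% with seeds 2 and 4, 30.6% with detection at 20 CPM, 13.5% with the difference score and 30.7% without the deepest clusters. Without each replicate it was 29.5% to 30.3%.

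The FOXP1 ratio of −0.75 changed direction only at E6 alone, 0.36; the tests of its causes left cluster make-up open. At E7, E8 and E9 alone it was −0.94, −2.34 and −2.55. It was −0.85 with doublets kept, −0.90 with a minimum of 1000 UMIs, −0.67 and −1.38 at resolutions 0.5 and 2, −0.80 with the list allowed, −0.74 with 1000 variable genes, −0.47 as a mean over cells, −0.86 without the highest Scrublet scores, −0.69, −0.91 and −0.85 with seeds 2, 3 and 4, −0.78 with detection at 20 CPM, −1.47 with the difference score, −0.88 without the deepest clusters and −1.12 against other named classes only, and without each replicate −0.76 to −0.75. The thinned difference of −7.18 percentage points was −3.92 at 500 UMIs and −9.98 at 2000, where deeper sampling raises all shares.

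The FOXP2 ratio of 1.75 stayed above 0 in all 21 alternatives. It was 1.69 with a minimum of 1000 UMIs, 1.71 and 1.59 at resolutions 0.5 and 2, 1.68 with the list allowed, 1.65 with 1000 variable genes, 2.17 as a mean over cells, 1.64 and 1.69 with seeds 2 and 3, 1.80 with detection at 20 CPM, 1.49 with the difference score, 2.37 without the deepest clusters, 2.59 against other named classes only, and 2.27, 1.52, 2.52 and 2.37 at E6, E7, E8 and E9 alone. Without each replicate it was 1.73 to 1.77. The thinned difference of 37.6 percentage points was 45.8 at 500 UMIs and 24.6 at 2000, where the share in Purkinje-like cells is close to its limit.

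The FOXP1 range over sub-clusters, 5.15, was 5.31 with doublets kept, 5.38 with a minimum of 1000 UMIs, 4.88 at resolution 2, 5.04 with the list allowed, 4.14 with 1000 variable genes, 5.33 at sub-cluster resolution 1, 5.35 as a mean over cells, 4.59 without the highest Scrublet scores, 3.97, 4.51 and 5.32 with seeds 2, 3 and 4, 3.44 with the difference score, which leaves no E6 cells in the class, 3.89 for sub-clusters of 100 or more cells and 4.01 without E6. Without each replicate it was 4.85 to 4.93. The FOXP2 range, 1.89, was 2.76 with doublets kept, 2.42 with a minimum of 1000 UMIs, 2.65 and 2.63 at resolutions 0.5 and 2, 3.72 with the list allowed, 1.49 with 1000 variable genes, 2.22 at sub-cluster resolution 1, 2.60 without the highest Scrublet scores, 2.29 and 2.58 with seeds 2 and 3, 1.65 with the difference score and 1.04 for sub-clusters of 100 or more cells. Without each replicate it was 1.79 to 2.01. The percentile of the fixed list was 100 throughout, but it cannot go higher and so says nothing about stability. The median range itself, 3.83, was 3.64 and 3.68 in sublibraries 1 and 2 alone, 3.21 over sub-clusters of 100 or more cells and 2.67 over such sub-clusters in E7 alone.

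SHH in Purkinje-like cells, 10.8 CPM, was 11.9 with a minimum of 1000 UMIs, 12.05 and 12.6 at resolutions 0.5 and 2, 12.2 with 1000 variable genes, 10.0 as a mean over cells, 11.3 without the highest Scrublet scores, 11.5 and 11.4 with seeds 2 and 4 and 16.3 with the difference score. Without each replicate it was 10.5 to 11.1. PTCH1 in granule-lineage-like cells, 72.6 CPM, was 77.8 with a minimum of 1000 UMIs, 82.6 with the list allowed, 79.7 with 1000 variable genes, 78.9 as a mean over cells, 81.1 without the highest Scrublet scores, 82.3 and 82.0 with seeds 3 and 4 and 82.0 with the difference score. Without each replicate it was 71.5 to 73.6.

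The FOXP2 ratio of E9 over E6, −0.15, rose above 0 in 6 alternatives: 0.034 at resolution 2, 0.18 with the list allowed, 0.20 with 1000 variable genes, 0.045 with seed 3, 0.0097 with detection at 20 CPM and 0.0051 with the added unnamed clusters; the cause was not tested. It was −0.0091 with doublets kept, −0.0014 at resolution 0.5 and −0.012 with seed 4, and without each replicate −0.22 to −0.09. The FOXP1 ratio, −3.70, was −4.05 with a minimum of 1000 UMIs, −4.14 at resolution 0.5, −4.23 with 1000 variable genes, −3.98 and −4.05 with seeds 2 and 4, and without each replicate −3.88 to −3.51. The difference naming score gave no value for either, since it called no E6 cell Purkinje-like.

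The median depth of 4376.5 UMIs was 4438.5 with a minimum of 1000 UMIs per cell. The correlation of the sublibraries, 0.99909, was 0.99889 over genes of 10 or more UMIs. Depth limits the late stages most: FOXP1 in Purkinje-like cells rests on 79 UMIs at E9 and GLI1 in granule-lineage-like cells on 5 in all.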

Other observations

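The test of depth as the source of the stage pattern of W-located genes was chosen only after the result was seen.

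The labels do not give the sex of the embryos, but transcripts of genes on the W chromosome, which only female birds carry, differed between stages. Of the 5 W-located genes with 100 or more UMIs, 4 (UBAP2L2, HNRNPKL, SPIN1L and SMAD7B) followed one pattern and NEDD4L did not. All were placed on the W chromosome by symbol, and NEDD4L, at 377 CPM at E6 and 287 CPM at E8, had far more there than the sum of the 4, so its counts or its placement on W are in doubt. The sum of the 4 was 2.81 CPM (1.84 to 4.12) at E6, 160 CPM (158 to 163) at E7, 2.19 CPM (1.37 to 3.31) at E8 and 63.4 CPM (58.7 to 68.5) at E9. Cells with a UMI of one of them were 1.00% at E6, 46.2% at E7, 0.888% at E8 and 14.4% at E9, unthinned, at median depths of 3025.5, 6047, 3310 and 3172 UMIs. Depth does not account for this, because E9 had nearly the depth of E6 and E8 and stood at 63.4 CPM. If the cells with a W UMI came from females, their genes on the Z chromosome, of which males have a second copy, should be lower. In E7 Purkinje-like cells with a W UMI against those without, the median log2 ratio of Z genes minus that of autosomal genes was −0.40, and 7 of 7 comparisons over classes and stages lay below 0, from −0.51 to −0.23. This is consistent with pools that held mostly male embryos at E6 and E8 and both sexes at E7 and E9, as a hypothesis. Against E6 the median of Z genes relative to autosomal genes was −0.37 at E7, 0.17 at E8 and −0.10 at E9 in Purkinje-like cells, and −0.30, 0.11 and −0.17 in radial-progenitor-like cells. The values at E8 show that Z genes also moved between pools that the hypothesis treats as alike. A sex mix could shift Z-located genes such as PTCH1 between stages by amounts of this kind, but not the PTCH1 difference between E6 and E8 in radial-progenitor-like cells, 162 against 601 CPM. The W level at E6 was 1.75% and at E8 1.36% of that at E7, which also bounds the RNA or barcodes that leaked from E7 into E6 and E8. Leakage between E6 and E8, or into E7 and E9, is not bounded by these values.

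Cluster 0, with 1308 cells, 1140 of them from E7, had a median of 14655.5 UMIs and no gene 2-fold above the remaining cells. The automatic doublet threshold called 1 cell in all, but the median Scrublet score was highest in cluster 0, 0.140, and next in cluster 18, 0.113, against at most 0.0896 in any other cluster and 0.0511 in the endothelium-like cluster of 14510 UMIs. Multiplets were also tested through sex: where embryos of different sex meet in 1 barcode, fewer barcodes should lack W transcripts. Among E7 cells of 10000 or more UMIs, 19.5% (16.9 to 22.2) of 904 cells in cluster 0 had no W UMI, against 39.8% (36.4 to 43.4) of 768 cells in the clusters other than 0 and 18. At 10000 to 15000 UMIs the shares were 32.7% (27.2 to 38.6) and 47.3% (42.7 to 52.0), but the W level was 174 CPM in cluster 0 and 152 CPM in the others, and a higher W level alone lowers the share without a W UMI. At 15000 to 20000 UMIs the W level was 163 and 164 CPM and the shares were 22.7% (17.0 to 29.2) and 37.1% (29.1 to 45.5), with intervals that just overlapped. The W levels matched only on average, because the other clusters were unlike each other. Those that were not Purkinje-like had 31.9% (23.4 to 41.3) at 179 CPM. The Purkinje-like ones had 56.7% (37.4 to 74.5) of 30 cells at 105 CPM. After thinning to 2000 UMIs, 25.4% of the E7 cells of cluster 0 had UMIs of both Purkinje and radial-progenitor markers, against 14.8% of Purkinje-like and 8.91% of radial-progenitor-like E7 cells, 35.9% of simulated pairs of those classes and 18.9% of simulated pairs of any E7 cells; cluster 7 reached 26.5%, so that share alone does not separate multiplets. Cluster 18, a deep Purkinje-like cluster with 391 of its 395 cells from E7, had 22.7% (17.9 to 28.1) of 273 deep cells without a W UMI. At 10000 to 15000 UMIs it had 27.9% (20.6 to 36.3) at a W level of 150 CPM, below the 47.3% of the other clusters at 152 CPM, and at 15000 to 20000 UMIs the intervals overlapped, with 26.4% (16.7 to 38.1) in cluster 18. After thinning to 2000 UMIs, 14.6% (11.2 to 18.5) of the E7 cells of cluster 18 had UMIs of both marker sets. That was close to the 14.8% of Purkinje-like E7 cells and below the 35.9% and 18.9% of the simulated pairs. This share therefore gave no sign of pairs across those classes in cluster 18, and it cannot show pairs within a class. Both clusters may hold multiplets, and how many was not estimated. With cluster 18 out of the class and cluster 0 out of the other cells, the FOXP2 ratio rose from 1.75 to 2.37 and the FOXP1 ratio went from −0.75 to −0.88. No biological explanation of the deep clusters was tested.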
